A study of Homo sapiens with 39 samples. Its data were reported in "Parallel factor ChIP provides essential internal control for quantitative differential ChIP-seq" (2018).

How the data were processed

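Binding of estrogen receptor alpha (ER), the nuclear receptor for estradiol, was measured by chromatin immunoprecipitation with sequencing (ChIP-seq) in MCF-7 cells, a human ER-positive breast cancer cell line. Cells were untreated or were given 100 nM fulvestrant, an ER antagonist that leads to degradation of the receptor, for 48 h. The labels describe 39 samples. In the first design, chromatin of Drosophila S2 cells was added and an antibody against the fly histone variant H2Av was used beside the ER antibody (4 untreated, 4 treated and 1 input library). In the second design, an antibody against CTCF, a DNA-binding architectural protein, was used beside the ER antibody in the same MCF-7 chromatin (3 untreated and 3 treated ER plus CTCF libraries, with libraries made with the CTCF antibody alone and inputs). The second design appears under 2 experiment numbers of 10 libraries each, and the labels name the same result table for both. Which of them gave the table is not stated in the sources used here. Another design, with mouse HC11 chromatin and 10 libraries, is not analysed here.

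According to the submitters' processing notes, reads were aligned with Bowtie2 2.3.2, and bedtools 2.25.0, MACS2 2.1.1.2016030 and DiffBind 2.5.6 were used, with the builds hg19, mm9 and dm3. The authors removed reads in blacklisted regions, called peaks with MACS2, and left CTCF binding sites out of the ER analysis of the second design. For CTCF they described several corrections, among them scaling of the treated counts by a coefficient from a linear fit to the counts in CTCF peaks. For H2Av they also described several corrections from the fly peaks. Which of them made each table is not stated. They tested each ER site with a modified DiffBind, which the authors ran with the DESeq2 model. Each deposited table gives, per site, the log2 of the mean normalized read count over all libraries and in each condition, and the log2 fold, as made by the authors. The p-value and the false discovery rate (FDR, a q-value) of each site are also as deposited by the authors. FDR times rank over p was nearly constant within each table, which gives the number of sites that were tested. The largest listed FDR was 0.05 in the CTCF-normalized table and 0.0499 in the H2Av-normalized table, so sites above that threshold are not listed.

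These steps shape the values in several ways. Because each table rests on a scaling to control peaks, an error in that scaling would move log2 changes across the table. The shift would be about equal at all sites if a common factor was applied, and need not be under other corrections. Because unlisted sites are those with high FDR, small changes are missing, above all at weak sites, and a median over listed sites is further from 0 than a median over all tested sites would be. The treated mean has a lowest value in each table, 0.712 normalized reads in the CTCF-normalized table (524 sites) and 0.688 in the H2Av-normalized table (214 sites), and a log2 change at such a site is a lower bound of the loss. The tables hold condition means and no values per library. A standard deviation over replicates and a test of replicates made here are therefore unavailable for the comparisons. The deposited p-value and FDR of each site are the only values from a test that used the replicates. They do not measure the spread between libraries. Reads per library are absent from the tables and are listed in the quality summary of the study's supplement, where every ER library of the H2Av design had fewer reads than any ER plus CTCF library. That summary also gives a higher share of duplicate reads for the ER plus CTCF libraries that had not been filtered for them. The order may therefore not hold for unique reads. The study calls the replicates of the CTCF design biological, and the labels only number them, so the FDR values apply to the libraries that were sequenced.

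The fold columns of the tables run in opposite directions: the CTCF-normalized table gives untreated minus treated and the H2Av-normalized table gives treated minus untreated. Here every change is treated minus untreated, and it equals the difference of the deposited condition columns to within 0.01. Read counts were obtained by raising 2 to the deposited log2 mean. Coordinates are those of the tables, on hg19, and starts could be off by 1 bp if the tables count from 0. The genome sequence and the GENCODE annotation in use were of GRCh37, the same build, and no site ended beyond its chromosome. The annotation gave 20090 protein-coding genes. Older gene symbols were matched through the RefSeq gene table, and 243 of 244 list entries were matched.

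The choices below were fixed before the data were examined, except for the interval of the median change, the McNemar p that was kept, the comparison of promoter sites and the matching on untreated signal, which were set once the tables had been opened. Sites were counted by direction at an FDR of 0.05. Median changes have 95% intervals from 1000 resamplings of whole chromosomes. Sites of the tables were called shared when they overlapped by at least 1 bp, each site being paired with the partner of largest overlap, and chance overlap came from 1000 random placements of the H2Av-normalized sites on the same chromosomes outside assembly gaps. Changes at shared sites were compared by Pearson's r, Spearman's rho, an ordinary linear fit and an orthogonal fit. Positions of site centres were classed as promoter (within 1 kb of a protein-coding transcription start), exon, intron or intergenic, against 100 random placements. A set of 9 sequence patterns was searched on both strands in 200 bp around each site centre and in windows 1000 bp away on either side, with exact McNemar tests, of which the larger p of the 2 sides was kept. Changes at sites with and without a pattern were compared within 10 strata of mean signal, with 10000 shuffles of the pattern within strata, and again within 10 strata of untreated signal with 1000 shuffles. A set of 13 gene lists was tested: ER targets, luminal transcription factors, ER cofactors, CTCF and cohesin, proliferation, IGF and ERBB signalling, retinoid genes, luminal epithelial genes, estrogen-repressed genes, genes of regions amplified in MCF-7, markers of other cell types, housekeeping genes, and the 3 loci that the study examined by qPCR. A gene was counted as having a site when a site lay in its body or within 50 kb of its start. The share of list genes with a site was compared with 10000 random gene sets matched on gene length, and the median change of their sites with 10000 random sets of sites matched on mean signal. Both p-values are two-sided, and Benjamini-Hochberg adjustment was over the lists or the patterns of a table. Sites and genes are not independent replicates, and neighbouring genes can share a site.

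The named sites followed a fixed rule for each table. For each gene of the ER target, luminal transcription factor, ER cofactor, IGF and ERBB signalling and qPCR lists, the site with the lowest FDR in the gene body or within 50 kb of the start was taken, and the first 20 genes by FDR were kept, plus the 3 qPCR loci. The 10 sites with the lowest FDR and the 5 most negative and 5 most positive changes were also taken, and of the shared sites the 5 with the largest mean change and the 5 whose changes differed most. The site of a gene was chosen by its FDR, so its change is not an average over the sites of that gene.

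Alternatives were an FDR of 0.01, an absolute log2 change of at least 1, Benjamini-Hochberg adjustment over the listed p-values alone, sites above the lowest quartile or in the upper part of mean signal, pattern windows of 400 bp, background windows 5000 bp away, gene windows of 10 and 100 kb, a promoter limit of 5 kb, and stricter rules for shared sites. Leaving out sites at the lowest treated value was added after the data were seen. Statistics were tested on simulated data with known answers before use. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and pysam 0.24.0, bedtools 2.31.1, samtools 1.23.1 and matplotlib 3.10.9.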

Results

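ER binding in MCF-7 cells was compared between untreated cells and cells given 100 nM fulvestrant for 48 h, in experiments that differed in their internal control. The ER plus CTCF experiment had 3 untreated and 3 treated libraries, and the ER plus H2Av experiment, with added fly chromatin, had 4 and 4. The authors' deposited table for each experiment lists the ER sites whose signal differed between conditions at an FDR of up to 0.05, with the mean normalized read count of each condition. Since the tables hold condition means, no standard deviation can be given. Where the FDR of a site is printed below, it is not a measure of the spread between libraries. The tables also give no depth of the libraries, which the study summarized elsewhere.

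The first question was how ER binding changed when signal was scaled to CTCF peaks. ER signal fell across the genome. Of 10648 listed sites, 10637 were lower after fulvestrant and 11 were higher. The median log2 change over the listed sites was -2.49 (95% interval -2.52 to -2.45), which leaves 17.9% of the untreated signal, and the middle 50% of sites lay between -3.31 and -1.83. Sites near estrogen-induced genes such as TFF1, GREB1, STC2 and AREG were among those with large losses, whereas the site in RARA, the gene of a retinoic acid receptor, kept more of its signal than most. By the relation of FDR to p, 15452 sites had been tested, so the listed sites are 68.9% of them. A loss of at least 2-fold was seen at 98.9% of listed sites and a loss of at least 8-fold at 33.3%. The median site held 21.9 normalized reads in untreated cells and 3.81 in treated cells.

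**Figure D1:**
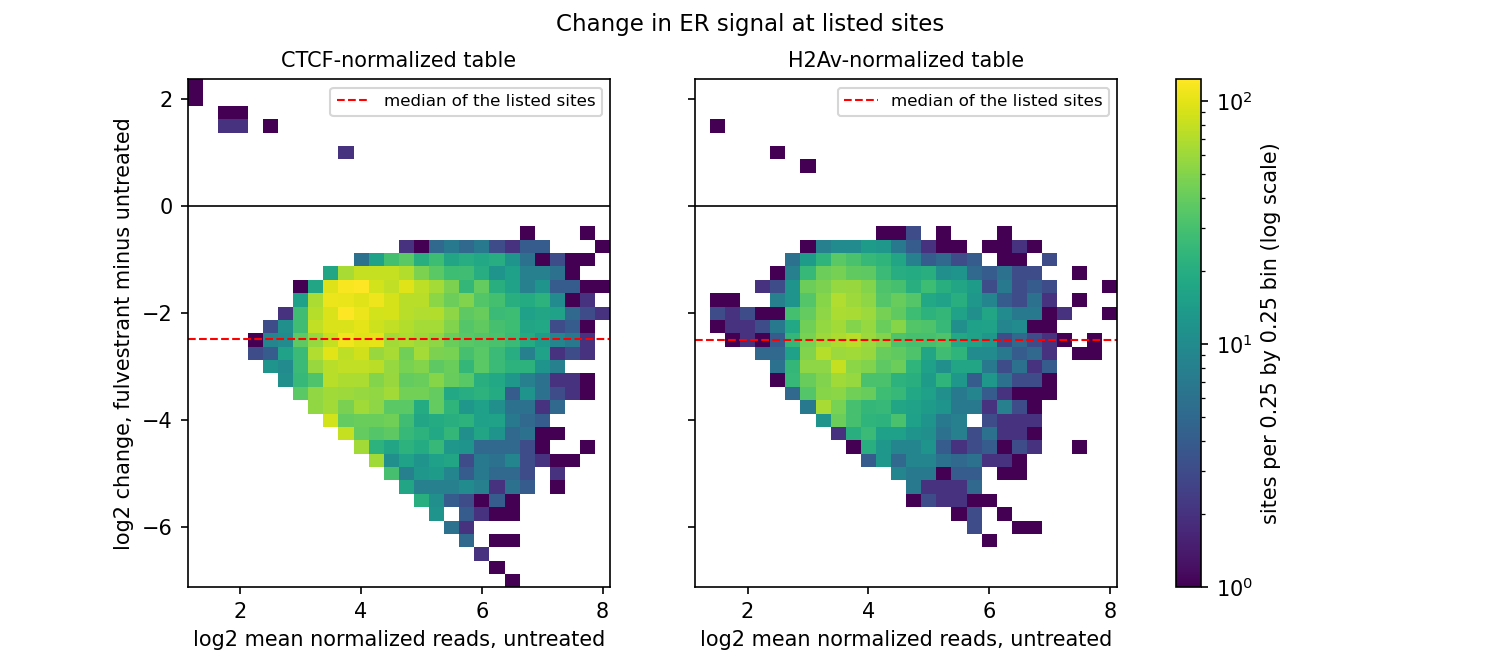
Log2 change in ER signal (fulvestrant minus untreated, vertical axis) against log2 mean normalized reads in untreated cells (horizontal axis) for the sites of each of the authors' deposited tables. Colour gives the number of sites per bin on a log scale, the dashed line the median of the listed sites (-2.49 in the CTCF-normalized table and -2.50 in the H2Av-normalized table), and the sharp lower edge the lowest treated value that each table holds.

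Among known estrogen-induced genes, losses at the named sites ranged widely. In the authors' deposited table, the site with the lowest FDR at GREB1, an ER-induced growth regulator, lay in an intron (chromosome 2, 11670982 to 11671580) and went from 149 to 13.1 normalized reads (log2 change -3.50, FDR 4.96e-31). The site upstream of CELSR2, a cadherin family receptor (chromosome 1, 109788743 to 109789282), had a log2 change of -4.63 and an FDR of 1.91e-30 in the authors' deposited table. TFF1, a secreted trefoil peptide and a classical ER target, had its lowest-FDR site 9141 bp upstream of its start, inside an intron of TMPRSS3, and the authors' deposited table gives 78.2 reads before and 2.38 after treatment (log2 change -5.04). Downstream of STC2, which encodes a secreted glycoprotein, signal went from 88.0 reads to the lowest value of the authors' deposited table, so its log2 change of -6.95 is a bound. Further large losses in the authors' deposited table were at AREG, a ligand of the EGF receptor (-5.32), the keratin gene KRT13 (-5.11), the receptor tyrosine kinase gene RET (-4.74), CTSD, which encodes a lysosomal protease (-4.25), and FOS, an AP-1 subunit (-3.92). Intermediate log2 changes in the authors' deposited table were those of the heat shock gene HSPB8 (-3.25), the ubiquitin ligase gene SIAH2 (-3.10), the amino acid transporter gene SLC7A5 (-2.96), CISH (-2.72), PDZK1 (-2.69), NHERF1 (-2.53) and SGK3 (-2.47). The site of PDZK1 lay 240 bp upstream of its start, and that of NHERF1 lay past the end of the gene and nearer to the start of NAT9.

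ER signal fell at the corepressor genes NCOR2 and NRIP1 and at luminal transcription factor genes. In the authors' deposited table, NCOR2 had 12 sites, and the one with the lowest FDR, in an intron, had a log2 change of -3.59. The transcription factor genes that the naming rule took had log2 changes of -2.27 (XBP1), -2.43 (MYB) and -2.44 (GRHL2) in the authors' deposited table. At the loci that the study followed by qPCR, the authors' deposited table gives log2 changes of -1.50 in RARA (FDR 2.20e-11), -2.27 upstream of XBP1 (FDR 9.45e-22) and -2.68 in NRIP1, a nuclear receptor corepressor (FDR 3.91e-12). The RARA site, in an intron, kept 60.5 of 172 reads in the authors' deposited table.

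The lowest FDR values belonged to sites away from transcription starts. The first in the authors' deposited table lay between genes on chromosome 5 (172899513 to 172900259), 143776 bp from the start of BOD1, with a log2 change of -4.42 (FDR 7.73e-45). The next, 66568 bp from the start of the MYC oncogene, had a log2 change of -3.43 (FDR 7.34e-39) in the authors' deposited table. Others of these 10 sites in the authors' deposited table lay in introns of TENM4 (-3.27), WRAP73 (-5.22, 11941 bp from the start of TP73), TP63 (-3.35), FILIP1L (-3.54) and DSCAM (-3.74), or between genes nearest to SLC25A25 (-4.28), NR5A2 (-4.91) and AREGB (-4.85). The 5 most negative changes in the authors' deposited table were at STC2 (above), nearest to DTWD2 at 740685 bp (-6.78), nearest to AREG (-6.57), nearest to ASPRV1 (-6.47) and in an intron of BACH1 (-6.31). Treated signal was at the lowest value of the authors' deposited table in the first 4 of these.

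Gene groups differed in how often they held a changed site. Of 43 ER target genes, 36 (83.7%) had a listed site, against 35.8% of random genes of like length (adjusted p = 0.000867, from the smallest p that 10000 random sets can give). All 138 of their sites were lower, with a median log2 change of -2.92, more negative than that of random sites of like signal (-2.42, adjusted p = 0.00260). ER sites were also more frequent at luminal transcription factor genes (22 of 24, among them ESR1, FOXA1 and GATA3, adjusted p = 0.000867) and at genes of regions amplified in MCF-7 (17 of 18, adjusted p = 0.000867). The median log2 changes of these groups, -2.08 and -1.97, were not distinguishable from those of random sites of like signal after adjustment (adjusted p = 0.210 for each), nor were those of the remaining lists (adjusted p from 0.569 to 0.990). Copy number was not measured, so its part in the site counts of amplified regions is not known for either table. IGF and ERBB signalling genes (15 of 19, adjusted p = 0.00455), luminal epithelial genes (12 of 16, adjusted p = 0.00867) and retinoid genes (9 of 11, adjusted p = 0.00832) held more sites than random genes too. These calls depended on the gene window, with an adjusted p of 0.0513 at 10 kb and 0.00715 at 100 kb for IGF and ERBB signalling, 0.000867 at 10 kb and 0.192 at 100 kb for luminal epithelial genes, and 0.00130 at 10 kb and 0.192 at 100 kb for retinoid genes. Shares were within chance for proliferation genes (9 of 25), markers of other cell types (8 of 21), housekeeping genes (9 of 16), estrogen-repressed genes (8 of 17), ER cofactors (7 of 20), CTCF and cohesin genes (2 of 10) and the 3 qPCR loci (3 of 3), with adjusted p from 0.171 to 1. The qPCR loci were chosen by the study for their ER binding and are not independent evidence. They are also on the list of ER targets, which was itself made of known targets. Other lists share genes too, such as GATA3 and FOXA1 in both luminal lists and TFF1 among ER targets and luminal epithelial genes. The lists are therefore not independent of each other in either table, and random genes were matched on length alone.

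**Figure D2:**
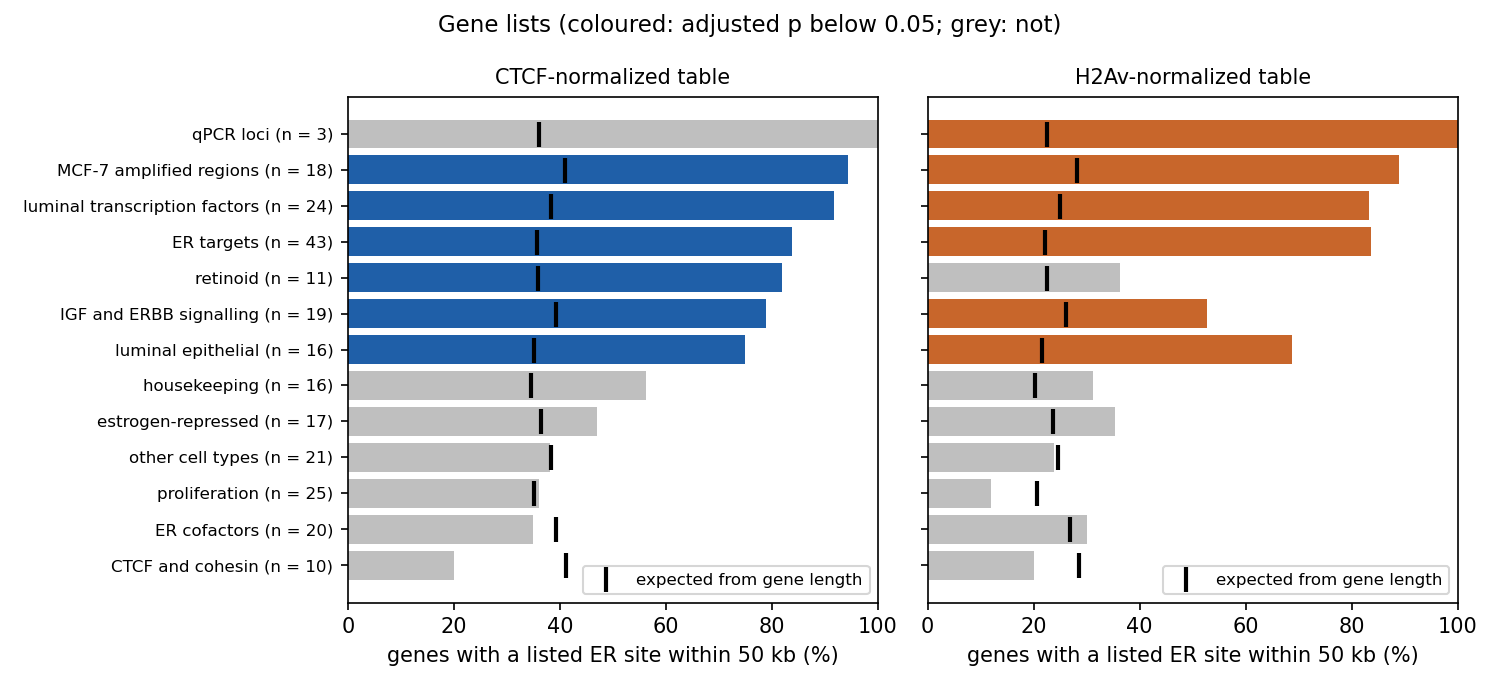
Share of the genes of each list with a listed ER site in the gene or within 50 kb of its start (bars, in percent), for each of the authors' deposited tables, with the share expected for random genes of like length (vertical marks). ER targets stand at 83.7% in both tables, against 35.8% and 22.1% expected, while markers of other cell types stand at 38.1% and 23.8%, against 38.2% and 24.6% expected (bars in grey had an adjusted p of 0.05 or more).

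Of the 11 higher sites, 8 lay in the lowest quartile of mean signal. In the authors' deposited table, the highest increase was in an exon of DARS2 on chromosome 1 (173825759 to 173825958), to 9.99 reads (log2 change 2.13, FDR 0.00771). The next log2 changes in the authors' deposited table were 1.98 nearest to CHI3L1, 1.71 nearest to KSR1, 1.68 nearest to GPAT2 and 1.57 in an intron of SLC4A8. At an FDR of 0.01 the only higher site left was that in DARS2, and 3 were left above the lowest quartile of mean signal.

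The second question was whether the same loss appeared when signal was scaled to fly H2Av peaks. ER signal again fell almost everywhere. Of 5901 listed sites, 5898 were lower after fulvestrant and 3 were higher. The median log2 change was -2.50 (95% interval -2.54 to -2.45), which leaves 17.7% of the untreated signal, with the middle 50% of sites between -3.21 and -1.83. GREB1, STC2, ADORA1 and SIAH2 carried sites with losses well beyond the median, and XBP1 and RARA carried sites with smaller losses. The listed sites are 89.5% of 6596 tested. Losses of at least 2-fold were seen at 97.2% of listed sites and losses of at least 8-fold at 31.6%, and the median site went from 15.5 to 2.83 normalized reads.

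Named sites at estrogen-induced genes were again lower. The intronic GREB1 site had a log2 change of -4.26 (FDR 3.67e-38) in the authors' deposited table, from 93.7 to 4.89 reads. In the promoter of TFF1, 203 bp from its start (chromosome 21, 43786488 to 43787206), the authors' deposited table gives 128 reads before and 17.9 after treatment, a log2 change of -2.84. Other ER targets in the authors' deposited table had log2 changes of -4.15 (STC2), -3.91 (the adenosine receptor gene ADORA1), -3.87 (SIAH2), -3.82 (PKIB, a protein kinase inhibitor gene), -3.70 (FOS), -3.17 (CELSR2), -2.98 (PDZK1), -2.93 (SGK3), -2.87 (NHERF1) and -2.30 (CTSD). Named transcription factor genes had log2 changes of -3.63 (GATA3), -3.43 (GRHL2), -3.12 (RUNX1), -2.93 (MYB) and -2.12 (XBP1) in the authors' deposited table. Sites at the genes of hormone and growth factor receptors changed by -2.94 upstream of ESR1, which encodes ER itself, -2.60 in an exon of the progesterone receptor gene PGR and -2.70 in an intron of IGF1R in the authors' deposited table. At the other qPCR loci, the log2 change in the authors' deposited table was -1.83 in RARA (FDR 1.94e-14) and -3.27 in NRIP1 (FDR 2.91e-11).

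**Figure D3:**
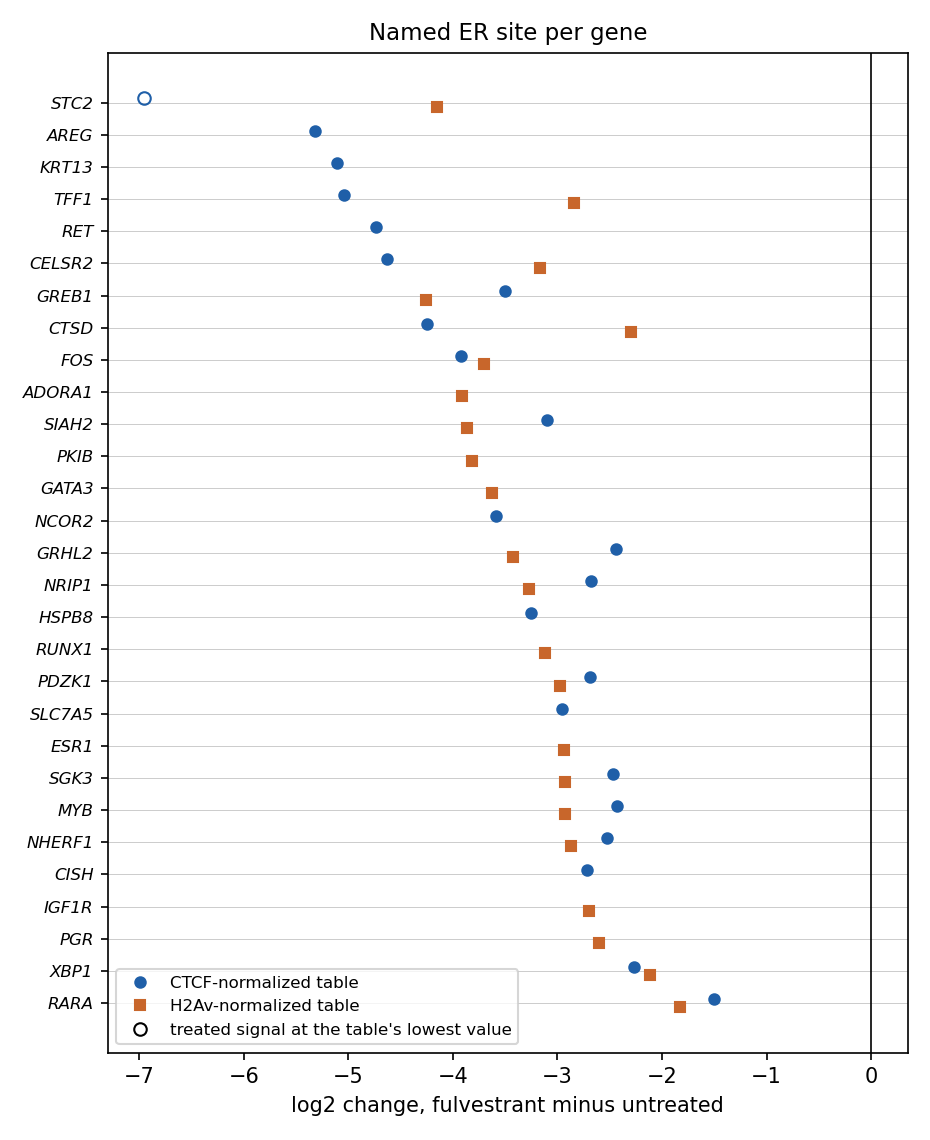
Log2 change (fulvestrant minus untreated) at the ER site with the lowest FDR of each named gene, from the authors' deposited tables, with circles for CTCF and squares for H2Av normalization. Each table chose its own site, so the symbols of a gene may stand for different sites, and an open symbol marks a treated signal at the lowest value of the table. All symbols lie below 0, from -6.95 at STC2 to -1.50 at RARA.

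The lowest FDR in the authors' deposited table was at a site between genes on chromosome 20 (46704409 to 46705132), 289410 bp from the start of SULF2, with a log2 change of -4.62 (FDR 3.61e-55). Of the 10 sites with the lowest FDR in the authors' deposited table, those at 41696266 and at 41692643 on chromosome 21 lay in an intron of DSCAM, a neuronal adhesion gene (log2 changes -3.43 and -4.61). Another DSCAM site, at 41712080, had the most negative change of the authors' deposited table, -6.29. The remaining sites of these 10 in the authors' deposited table lay nearest to ACTL7B (-4.33), CDH26 (-4.41), AREGB (-6.06), HEY2 (-4.06), KLHL1 (-3.83), CDH18 (-4.48) and XYLT1 (-4.50). The other strongly negative sites in the authors' deposited table were nearest to AREGB (-6.06), NEDD1 (-6.05), C1D (-6.02) and BOD1 (-6.00). The sites nearest to C1D (0.779 treated reads) and NEDD1 (0.871) and that at 41712080 (0.889) were near the lowest treated value of 0.688. The 3 higher sites in the authors' deposited table were in an intron of ADARB2 (log2 change 1.40, FDR 0.00865), 224 bp from the start of OSBP (0.89, FDR 0.0373) and 239 bp from the start of H2AL3 (0.76, FDR 0.0264). At an FDR of 0.01, or with an absolute log2 change of at least 1, 1 of these 3 was left.

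Gene groups gave a similar ranking in this table. ER targets had a site at 36 of 43 genes (83.7%, against 22.1% of random genes, adjusted p = 0.000867), and all 98 sites were lower, with a median log2 change of -2.94 against -2.41 for random sites of like signal (adjusted p = 0.00480). Luminal transcription factor genes (20 of 24) and genes of amplified regions (16 of 18) held more sites than random genes (adjusted p = 0.000867 for both), as did luminal epithelial genes (11 of 16, adjusted p = 0.00195). For IGF and ERBB signalling genes (10 of 19) and for the 3 qPCR loci (3 of 3, chosen by the study for their ER binding) the adjusted p was 0.0477, at a window of 10 kb it was 0.0342 and 0.00468, and at 100 kb it was 0.419 and 0.186. The shares of retinoid genes (4 of 11), estrogen-repressed genes (6 of 17), housekeeping genes (5 of 16), ER cofactors (6 of 20), CTCF and cohesin genes (2 of 10), markers of other cell types (5 of 21) and proliferation genes (3 of 25) were within chance, with adjusted p from 0.583 to 1. Apart from ER targets, no list had sites whose median change differed from random sites after adjustment, with adjusted p from 0.0996 for IGF and ERBB signalling genes to 0.977 for ER cofactors. The CTCF and cohesin list, with 2 sites, was not tested for this.

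A further question was whether both controls named the same sites and the same losses. Of the H2Av-normalized sites, 4507 (76.4%) overlapped a CTCF-normalized site, where random placement gave 15.9 on average and at most 28. Of the CTCF-normalized sites, 4526 (42.5%) overlapped an H2Av-normalized site, and 6122 were listed in the CTCF-normalized table alone. By the relation of FDR to p, 15452 sites had been tested with CTCF and 6596 with H2Av normalization. Sites listed alone may therefore not have been tested in the other experiment. The overlapping sites made 4494 pairs, all lower in both tables, and none of the higher sites was shared. The median untreated signal of shared sites was 42.2 reads in the CTCF-normalized table, against 15.6 for sites not in a pair, and 16.0 against 13.5 in the H2Av-normalized table. The median log2 change was -2.40 at shared sites and -2.54 at the remaining sites of the CTCF-normalized table, and -2.65 and -1.91 in the H2Av-normalized table.

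Changes at shared sites moved together across sites, which are not independent replicates. Pearson's r was 0.751 (95% interval 0.736 to 0.766), Spearman's rho was 0.779, and the slope of the CTCF-normalized on the H2Av-normalized change was 0.891 (0.868 to 0.914). The orthogonal fit, which allows error in both tables, had a slope of 1.26 (1.22 to 1.30). The loss was slightly smaller with CTCF normalization, by a median of 0.16 on the log2 scale (0.13 to 0.18), or 0.25 at shared sites in the upper part of mean signal, and 83.8% of shared sites differed by at most 1. Both tables place among the largest losses the sites nearest to DTWD2 (-6.78 and -5.03, CTCF-normalized first), in BACH1 (-6.31 and -5.26), nearest to AREG (-6.57 and -4.93), nearest to NPSR1 (-6.22 and -5.0) and nearest to C1D (-5.18 and -6.02), by the authors' deposited tables. The sites whose changes differed most in the authors' deposited tables were in BCAS1 on chromosome 20 (-6.12 and -2.51), in PPARD (-5.32 and -2.36), nearest to HAS2 (-1.33 and -4.26), nearest to PREX1 (-5.20 and -2.33) and nearest to MEF2A (-6.22 and -3.37). In all of these but PPARD the larger loss was at the lowest treated value of its table.

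**Figure D4:**
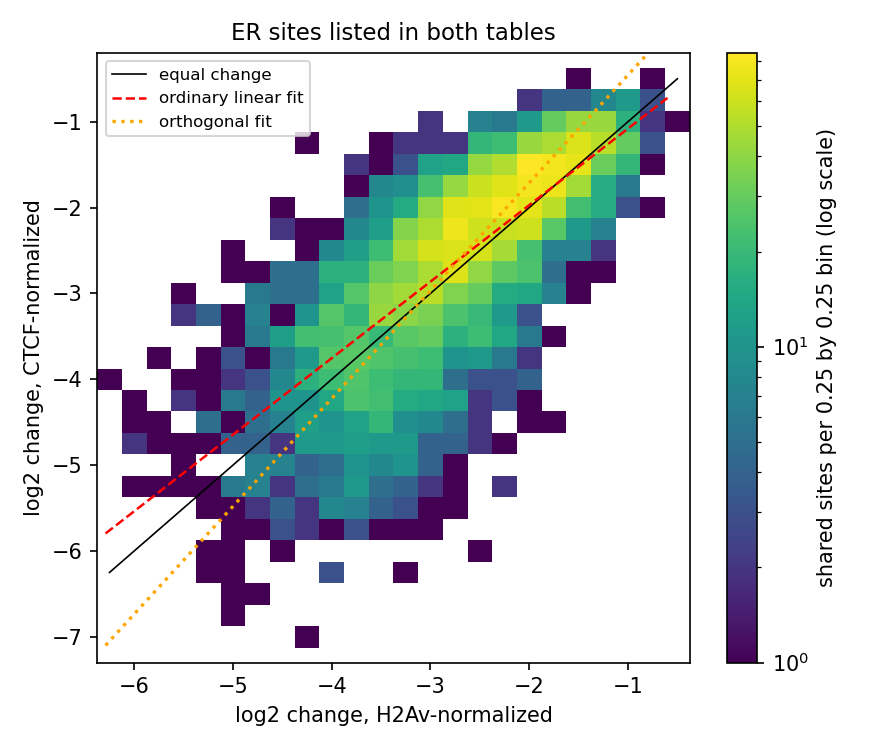
Log2 change at the 4494 shared ER sites with CTCF normalization (vertical axis) against H2Av normalization (horizontal axis), from the authors' deposited tables, with colour for the number of sites per bin on a log scale. The lines mark equal change, the ordinary fit (slope 0.891) and the orthogonal fit (slope 1.26).

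ER sites carried the sequences that ER and its partners bind. The full estrogen response element (ERE), taken as GGTCANNNTGACC without mismatch, was found within 200 bp centred on 386 CTCF-normalized sites (3.63%) and 238 H2Av-normalized sites (4.03%), against 0.0376% and 0.0169% of windows 1000 bp away. A single arm of the element, RGGTCA, was found at 62.5% and 60.9% of sites, against 22.4% and 21.8%. Patterns of FOXA1, the pioneer factor of luminal cells, were at 12.7% and 17.5% of sites, against 5.99% and 6.36%, and those of GATA factors at 40.5% and 44.7%, against 29.3% and 30.7%. Patterns of AP-1 (1119 and 719 sites), AP-2 (9.90% and 8.30%) and SP1 (2.94% and 2.20%) were also more frequent than in the windows 1000 bp away, with the largest adjusted McNemar p at 5.13e-06 (SP1, H2Av-normalized). The CCAAT pattern of NFY was less frequent at sites, at 20.2% against 24.0% and at 21.7% against 24.6% (adjusted p = 0.00658 in the H2Av-normalized table). The authors had left CTCF sites out, and no CTCF-normalized site had the CTCF core pattern in this window, against 0.0751% of windows 1000 bp away (adjusted p = 0.0156), and 3 H2Av-normalized sites did (adjusted p = 1).

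The size of the loss differed with sequence. Sites with a full ERE had a median log2 change of -3.27 in the CTCF-normalized table and -2.98 in the H2Av-normalized table. Against sites of like signal without it, they were lower by a log2 difference of -0.89 and -0.47 (permutation p = 0.0001 in both, the smallest that 10000 shuffles can give, and adjusted p of 0.000160 and 0.000225 over the patterns). Sites with the arm RGGTCA, a group that includes most but not all sites with a full ERE, showed differences of -0.33 and -0.24 (permutation p = 0.0001 in both), and the median log2 change of those with an arm and no full ERE was -2.56 in both tables. FOXA1 patterns went the other way, with smaller losses by 0.34 and 0.42, as did GATA patterns, by 0.17 and 0.18 (permutation p = 0.0001 in each). The sites without a FOXA1 pattern include many with an ERE arm. Where neither a full ERE nor an arm was present, median changes with and without FOXA1 were closer in the CTCF-normalized table (-2.175 and -2.315). In the H2Av-normalized table they were -2.10 and -2.41. These medians were not matched on signal or tested. AP-1 sites had smaller losses by 0.22 in the CTCF-normalized table (permutation p = 0.0001) and a difference of -0.04 in the H2Av-normalized table (permutation p = 0.448), and whether the tables differ in this was not tested. Differences for AP-2 and CCAAT patterns did not pass the test in either table, and that for SP1 passed it in the CTCF-normalized table alone (0.16, adjusted p = 0.0333). A full ERE, GGTCACCATGACC, lies at 109789035 to 109789047 on chromosome 1 within the site upstream of CELSR2 named above, in the context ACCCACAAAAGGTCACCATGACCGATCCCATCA. Within the site past the end of CISH, GGTCATGGTGACC lies at 50642697 to 50642709 on chromosome 3. The intronic GRHL2 site of the H2Av-normalized table holds GGTCAGCTTGACC at 102527935 to 102527947 on chromosome 8.

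**Figure D5:**
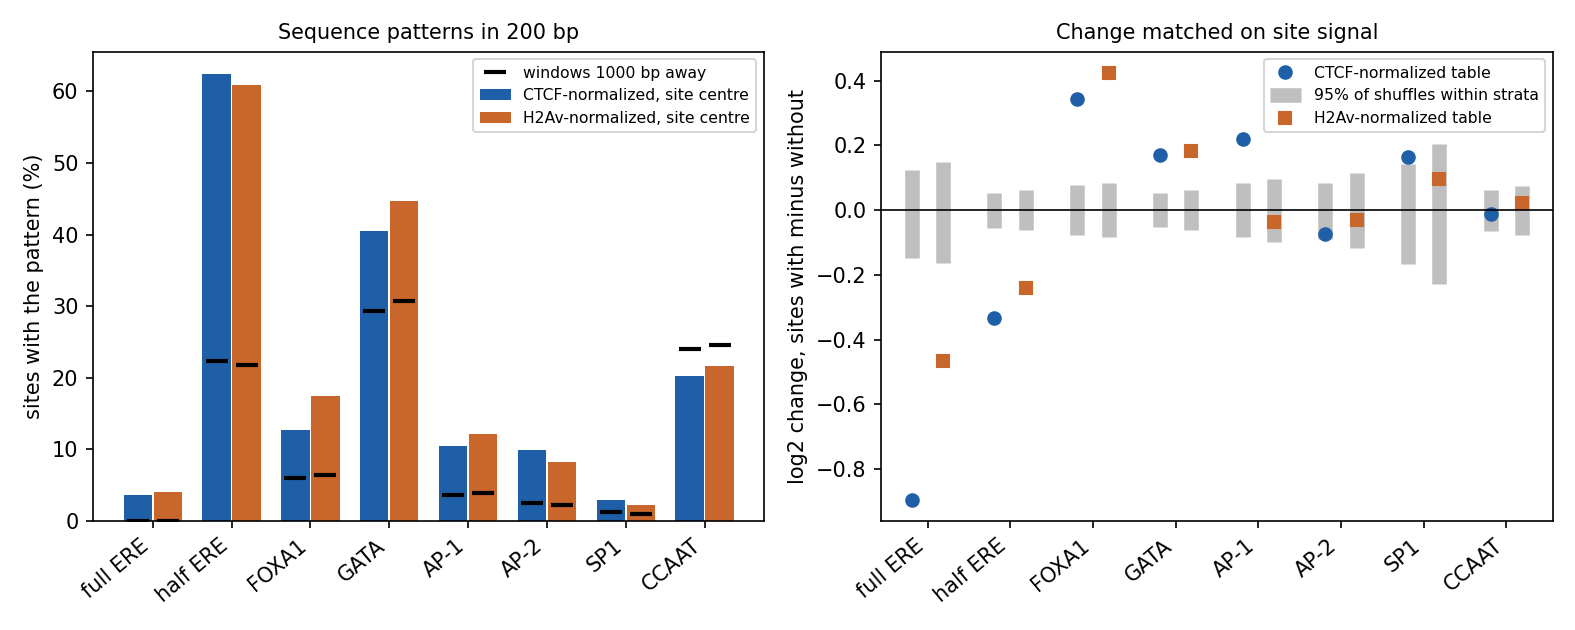
Left, share of ER sites with each sequence pattern within 200 bp centred on the site (bars, in percent) and in windows 1000 bp away (black marks), for the sites of each of the authors' deposited tables. Right, difference in log2 change between sites with and without the pattern, matched on mean signal, with the central 95% of shuffles in grey: -0.89 and -0.47 for a full ERE, 0.34 and 0.42 for FOXA1.

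Most sites lay far from promoters. Of CTCF-normalized sites, 643 (6.04%) had their centre within 1 kb of a protein-coding transcription start, against 2.78% of random placements (2.42% to 3.10%), and 324 H2Av-normalized sites (5.49%) did, against 2.71% (2.22% to 3.19%). Introns held 43.3% and 42.6% of sites, within the range of random placements. Between genes lay 47.8% and 49.4%, fewer than with random placement (51.1% to 53.6% and 51.2% to 54.0%). Promoter sites lost less signal than others of like strength in the CTCF-normalized table, by 0.33 on the log2 scale (permutation p = 0.0001), and by 0.14 in the H2Av-normalized table (permutation p = 0.0472). The size depended on the promoter limit in the CTCF-normalized table, where the median change of promoter sites was -2.14 at 1 kb and -2.33 at 5 kb. In the H2Av-normalized table it was -2.43 at both limits. Per Mb of sequence, chromosome 21 (6.32 sites) and chromosome 17 (5.93 sites) were densest in the CTCF-normalized table and chromosome 20 (3.73 sites) in the H2Av-normalized table, while chromosome X had the lowest density in both (1.63 and 0.92 sites). These densities take no account of copy number.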

Values the study reported

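The study reported 10 705 ER sites that were differentially bound after fulvestrant at FDR < 0.05, and 13 745 ER sites in the control condition. Normalization by linear regression on CTCF peaks detected 10.7% more differentially bound sites than normalization by library size. For a consensus set of 10 000 ER sites, the study gave a linear fit with a gradient of 0.94 and a correlation of r = 0.77 between the fold changes from CTCF and H2Av normalization. It stated that fulvestrant gave no significantly increased ER binding after 48 h.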

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

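No paired analysis was possible because the deposited tables hold condition means and no values per library, and for the same reason a replicate block, leaving out each replicate, and refits with edgeR, DESeq2 size factors or TMM were planned and not run. What the depth of the libraries limits was not examined, since the tables hold no counts per library. The alternative without sites at the lowest treated value was chosen after seeing the data. No result past its test changed direction under the settings run, where the slope at shared sites, which had no test, was judged by its sign alone. Some that did not pass changed sign, among them the median change of CTCF and cohesin sites minus random sites (-0.84, and 0.64 at 100 kb) and that of proliferation genes (0.24, and -0.78 at 10 kb) in the CTCF-normalized table. In all, 184 of 207 comparisons of a result with an alternative stayed on the same side of the test or within its interval or 1.5 times its count. Some of these could not have changed. Adjustment over the listed p-values alone keeps every listed site, and the difference of the condition columns equals the change to within 0.01. Since nearly all listed sites were lower, leaving out the lowest quartile of signal could not move the count of lower sites by more than 1.5 times. The counts of lower sites (9010 and 5710 at an FDR of 0.01, CTCF-normalized first) and of shared pairs (4122 to 4458) were within that range under every setting run. The few higher sites were not: of 11 in the CTCF-normalized table, 1 was left at an FDR of 0.01 and 3 above the lowest quartile of signal, and of 3 in the H2Av-normalized table, 1 was left at an FDR of 0.01 or with an absolute log2 change of at least 1. The cut on signal removes weak sites by construction. Of the 88 named sites checked, 14 lost the call at an FDR of 0.01, most of them sites with higher signal after fulvestrant. The other checks of these sites, the adjustment over the listed p-values and the difference of the condition columns, could not have lost a call. The median log2 change moved beyond its interval to -2.70 at an FDR of 0.01 in the CTCF-normalized table, and to -2.32 and -2.39 in the upper part of mean signal.

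In the share of list genes with a site minus chance, the call was lost for IGF and ERBB signalling at 10 kb (25.1 percentage points, CTCF-normalized) and at 100 kb (16.1, H2Av-normalized), and at 100 kb for luminal epithelial genes (24.1) and retinoid genes (30.3) in the CTCF-normalized table and for the qPCR loci (65.3) in the H2Av-normalized table. It was gained for the qPCR loci at 10 kb (79.4, CTCF-normalized). A 400 bp window brought the matched difference for AP-2 past the threshold (-0.10, adjusted p = 0.0150, CTCF-normalized), and a promoter limit of 5 kb put the intron share below random placement (ratio 0.966, CTCF-normalized). The cause of these shifts was not tested. At shared sites in the upper part of mean signal, Pearson's r was 0.824, Spearman's rho 0.845, the slope 0.856 and the median difference 0.25. At an FDR of 0.01 in both tables r was 0.734 and rho 0.762. The slope was 0.851 without sites at the lowest treated value and 1.26 for the orthogonal fit, which by construction shares the error between the tables. The ordinary slope of 0.891 lay below 1 and the orthogonal slope above 1. Which table had the steeper changes therefore depends on the fit.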

Other observations

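Of the tests in this part, the comparison of the higher sites with the number expected from the threshold, the share of the spread at the lowest treated value and the count of response elements in the narrower window were chosen after the result was seen, and so was the look at dense regions, while the correlation without sites at the lowest treated value was added after seeing the data and before its own result. Some regions held many more changed ER sites than the genome average, though most sites lay elsewhere and clustering was not tested. Among fixed 1 Mb windows, the densest in both tables was on chromosome 16 from 85000001 to 86000000, with 32 CTCF-normalized and 22 H2Av-normalized sites, where the mean over the genome was 3.76 and 2.08 sites per Mb. It holds 9 protein-coding genes, among them GSE1 and IRF8, a transcription factor of immune cells, and none of the genes in the lists used here. A window on chromosome 2 from 237000001 to 238000000 had 26 and 16 sites, and its 6 protein-coding genes include AGAP1, GBX2, COPS8 and the chemokine receptor gene ACKR3. The H2Av-normalized table had 18 sites in the window of chromosome 15 from 96000001 to 97000000, whose single protein-coding gene is NR2F2, an orphan nuclear receptor, and the CTCF-normalized table had 17 there. Of the 5 densest windows of the H2Av-normalized table, those starting at 46000001 (NCOA3, SULF2), 49000001 (BCAS4) and 52000001 (ZNF217, BCAS1, CYP24A1) were on chromosome 20, with 18, 18 and 20 sites. The genes named in these windows are on the list of regions amplified in MCF-7. Copy number was not measured here, so site density in these windows cannot be separated from it.

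At an FDR of 0.05 the tables list 11 and 3 sites with higher ER signal after fulvestrant, CTCF-normalized first. The study stated, on the basis of both normalizations, that it found no site with significantly increased binding. After H2Av normalization it put the loci that still appeared higher down to greater variation at low intensity. Each table has a higher site in an intron of ADARB2, an RNA-editing family gene picked here after its values were seen (log2 changes 1.49 and 1.40), but these sites do not overlap.

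These higher sites, none of them shared between tables, may be false positives of a threshold applied to many sites. If the tested but unlisted sites were unchanged, 82.9 higher sites would be expected at the largest listed p of the CTCF-normalized table and 15.5 in the H2Av-normalized table, against the observed 11 and 3, but a conservative test or unlisted sites that had changed would both give fewer than this, so the comparison decides nothing. Whether CTCF reads contribute at these sites cannot be told from this pattern. The authors had left CTCF sites out, and 0% of higher sites and 0% of lower sites of the CTCF-normalized table held the strict CTCF core pattern. The shares of higher and lower sites could therefore hardly differ, and 11 sites would still allow a share of up to 28.5% (95% exact binomial interval). A biological reading, ER held at response elements after fulvestrant, is also open: a full or single-arm ERE lay within 200 bp of the centre of 9 of 14 higher sites (64.3%), against 73.2% of lower sites (Fisher's exact p = 0.545, two-sided). In the narrower window used for the patterns elsewhere, 100 bp to either side, it was 6 of 14 (42.9%) against 62.0% (Fisher's exact p = 0.170, two-sided), and 14 sites are too few to decide.

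The changes at shared sites differed between the tables by more than 1 on the log2 scale at some sites, and treated signal at the lowest value the tables can hold is a candidate explanation. Leaving out the 235 shared sites at that value changed Pearson's r by -0.00707, to 0.744, which decides nothing, because the bound set for this test overlooked that removing extreme losses narrows the range and lowers r by itself. These sites, 5.23% of the shared sites, held 14.6% of the summed squared deviation of the differences from their median (95% interval 12.2% to 16.8%). Sites whose treated mean was at the lowest value were therefore not the main source of the spread. Condition means do not show whether single libraries were at a lowest value at other sites, so the full part of this limit stays open. Reads of the CTCF pull-down might mask losses at sites with a CTCF motif. The authors had left CTCF sites out of the ER analysis, and 0 shared sites held the strict CTCF core pattern, so this could not be tested here. The study compared ER sites near CTCF with a cross-normalized ER experiment and judged the suppression by CTCF to be minimal. For looser CTCF sites the values here leave it open. By the study's account, the experiments also differed in beads, lot of the ER antibody, number of replicates, reads per library and share of reads in peaks, which no value here can separate from the choice of control.

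The larger loss at sites with a full ERE could reflect site intensity, since such sites had more untreated reads (26.3 against 21.7 in the CTCF-normalized table and 17.3 against 15.3 in the H2Av-normalized table). Matched on untreated signal, the difference was -0.87 in the CTCF-normalized table and -0.45 in the H2Av-normalized table, outside the central 95% of shuffles in both (-0.14 to 0.14 and -0.18 to 0.15), which argues against intensity as the whole cause. No biological explanation was tested, and weak sites with small losses are not listed, so the size of the difference over all ER sites is not known.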
